A study of Arabidopsis thaliana with 6 samples.

How the data were processed

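Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on whole Arabidopsis thaliana seedlings 2 days after germination. The plants expressed MUTE, a basic helix-loop-helix (bHLH) transcription factor of the stomatal lineage, fused to GFP from the MUTE promoter in the scrm-D mutant background. Per the labels' protocols, sonicated chromatin was precipitated with an antibody against GFP, each replicate started from 60 mg of seed, and libraries were sequenced on an Illumina NextSeq instrument. The series holds 6 samples, 3 immunoprecipitated (IP) samples and 3 input samples of chromatin without antibody, numbered 1 to 3 in each kind. Samples were grouped by their titles. A peak list belonging to each IP sample was used, and the input samples enter only through the background of those lists.

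Per the file headers, the authors called peaks with MACS version 2.1.0.20140616 on paired-end alignments, separately for each replicate and without pooling. Per the file headers, each IP library was set against the input library of the same number, which is where the pairing comes from. The q-value cutoff was 0.05 and the effective genome size was 130 Mb, per the file headers. At most 1 fragment was kept per duplicate position, the larger library was scaled towards the smaller, and the local background was taken over 1000 bp and 10000 bp, per the file headers. The aligner, the genome build and the alignment filters are not stated in the labels or the headers, so coordinates are given as the lists give them, counted from 1, on chromosomes named 1 to 5, Mt and Pt.

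For each peak the deposited lists give the position, the summit, the pileup, the fold enrichment and 2 values on a −log10 scale. The pileup is a deposited signal, the number of IP fragments stacked at the summit after duplicate removal. The fold enrichment is the authors' ratio of summit pileup to background. The −log10 p-value and the −log10 q-value were deposited in columns whose headings had been lost, and they were told apart by their position in MACS output. The Poisson −log10 p recomputed from pileup and fold matched the listed value within 0.01 in all but 2 peaks, and the listed −log10 p exceeded −log10 q in every peak. Scores per peak are the authors' own, and they describe, rank or filter peaks within a list.

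Because MACS writes fold enrichment as pileup plus 1 over background plus 1, the background behind each peak was back-computed from those columns. Peaks with a background above 3 times the genome-wide value (IP fragments kept, times fragment length, over effective genome size) are called high-background peaks. This class was defined after the data were examined.

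The main comparisons used chromosomes 1 to 5. The 3 lists were joined, overlapping or touching peaks were merged into regions, and a region was called reproducible where it held a peak of every replicate. The number of such regions was tested against 1000 random placements of every peak on its own chromosome (one-sided permutation test), with the highest peak end taken as the chromosome's extent because the files give no lengths. Ordered pairwise overlaps of at least 1 bp were tested in the same way, moving the peaks of the first list only, with Benjamini-Hochberg adjustment over 6 pairs. Medians of log2 fold enrichment of peaks inside and outside reproducible regions were compared within each replicate by a two-sided permutation test over peaks with 100000 resamples, adjusted over 3 replicates. Agreement in fold enrichment was measured across reproducible regions with Spearman's rho and Pearson's r and permutation tests of 100000 resamples, adjusted over 3 pairs, using each replicate's highest peak in the region. Peaks and regions are not independent replicates. Shares carry 95% Wilson intervals, which cover counting error only.

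Regions named singly follow a rule written before the data were examined: the 10 reproducible regions with the highest mean log2 fold enrichment. The strongest peak of each replicate found nowhere else, the high-background regions and the 2 peaks with mismatched p-values were chosen after their values were seen.

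Before the data were examined, these alternatives were also fixed: fold enrichment of at least 3, −log10 q of at least 10, equal numbers of strongest peaks (7710 per list), overlap of 50% of the shorter peak, summits within 150 bp, shifts of 10 to 100 kb in place of random placement, and leaving out each replicate. Leaving out high-background peaks was added after the data were examined. The same rule would have named genes of 2 fixed lists and the genes nearest to the 10 regions. Tests of promoter location, of E-box sequences at summits and of a stomatal and a cell cycle gene list were planned too. They were not run, because a genome sequence was not used here and the build of the coordinates is not stated, so peaks were not assigned to genes.

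The procedures were tested on simulated data. With 2000 shared sites planted among 3000 unshared sites per list, overlap recovered 100% of the 2000 sites and the summit criterion 99.8%. Among 40 simulated sets of independent lists, 2 were called above random placement at 0.05. Simulated sites were spread at random along each chromosome, as in the random placement. The rate therefore does not cover lists whose peaks cluster in the same places. Each planted site was put into every list with a small shift, so its recovery tests the merging only. Pairwise overlap counts were checked with bedtools 2.31.1 and were identical. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.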

Results

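To locate the chromosomal sites occupied by MUTE in seedlings, MUTE-GFP ChIP-seq was performed in 3 replicates, each with its own input. The scrm-D background carries a dominant allele of SCREAM, which encodes a bHLH partner of MUTE. All samples share one genotype, tissue and age, so the design holds no contrast between conditions, and the comparisons concern how far the replicates located the same sites with the same strength. The series holds no IP from plants without MUTE-GFP. Agreement between replicates therefore does not separate MUTE binding from IP background that recurs in every replicate. The labels name no sequencing batch.

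The IP libraries contained 53073952, 33425913 and 36348619 fragments in replicates 1, 2 and 3. After removal of duplicates 30075453, 20173429 and 21903071 fragments remained, which is 56.7%, 60.4% and 60.3% of the total. The input libraries were deeper, with 43982314, 37511346 and 32543582 fragments kept. Kept input fragments therefore exceeded kept IP fragments by a factor of 1.46 in replicate 1, 1.86 in replicate 2 and 1.49 in replicate 3. Mean fragment length was 309, 317 and 312 bp in the same order.

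The authors' lists held 12400 peaks in replicate 1, 10835 in replicate 2 and 7744 in replicate 3, or 10326 ± 2369 peaks (SD, n = 3). The number of peaks did not follow the number of IP fragments, since replicate 3 had more kept fragments than replicate 2 and fewer peaks. On chromosomes 1 to 5 there were 12388, 10823 and 7710 peaks, which covered 12.2, 11.5 and 7.67 Mb. Median peak width was 668 ± 24.8 bp (SD, n = 3). Median fold enrichment over background, as the authors' peak caller gave it, was 1.80 in replicate 1, 2.03 in replicate 2 and 1.95 in replicate 3. A fold enrichment of at least 3 was reached by 12.5% of peaks in replicate 1 (95% Wilson interval 11.9 to 13.1%). The same level was reached by 22.1% of peaks in replicate 2 (21.3 to 22.9%) and by 18.8% in replicate 3 (17.9 to 19.7%). The smallest −log10 q in the lists was 1.30, the level set by the q-value cutoff of 0.05.

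Peaks were spread over all 5 chromosomes, with 96.7 to 108 peaks per Mb in replicate 1, 85.9 to 95.04 in replicate 2 and 62.9 to 67.2 in replicate 3. Within each chromosome the density varied far more, from 3 to 208 summits per complete 1 Mb bin. The emptiest bin of every chromosome was shared by all 3 replicates. It lay at 14 to 15 Mb on chromosome 1, where each replicate had 5 summits, a number that replicate 1 also had in the next bin. On chromosome 2 it lay at 4 to 5 Mb, with 3 summits in each replicate. Chromosome 4 had its emptiest bin at 4 to 5 Mb, with 9 summits in each replicate. The bin at 12 to 13 Mb on chromosome 3 held 3, 6 and 4 summits, and the bin at 13 to 14 Mb on chromosome 5 held 6, 7 and 6.

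**Figure D1:**
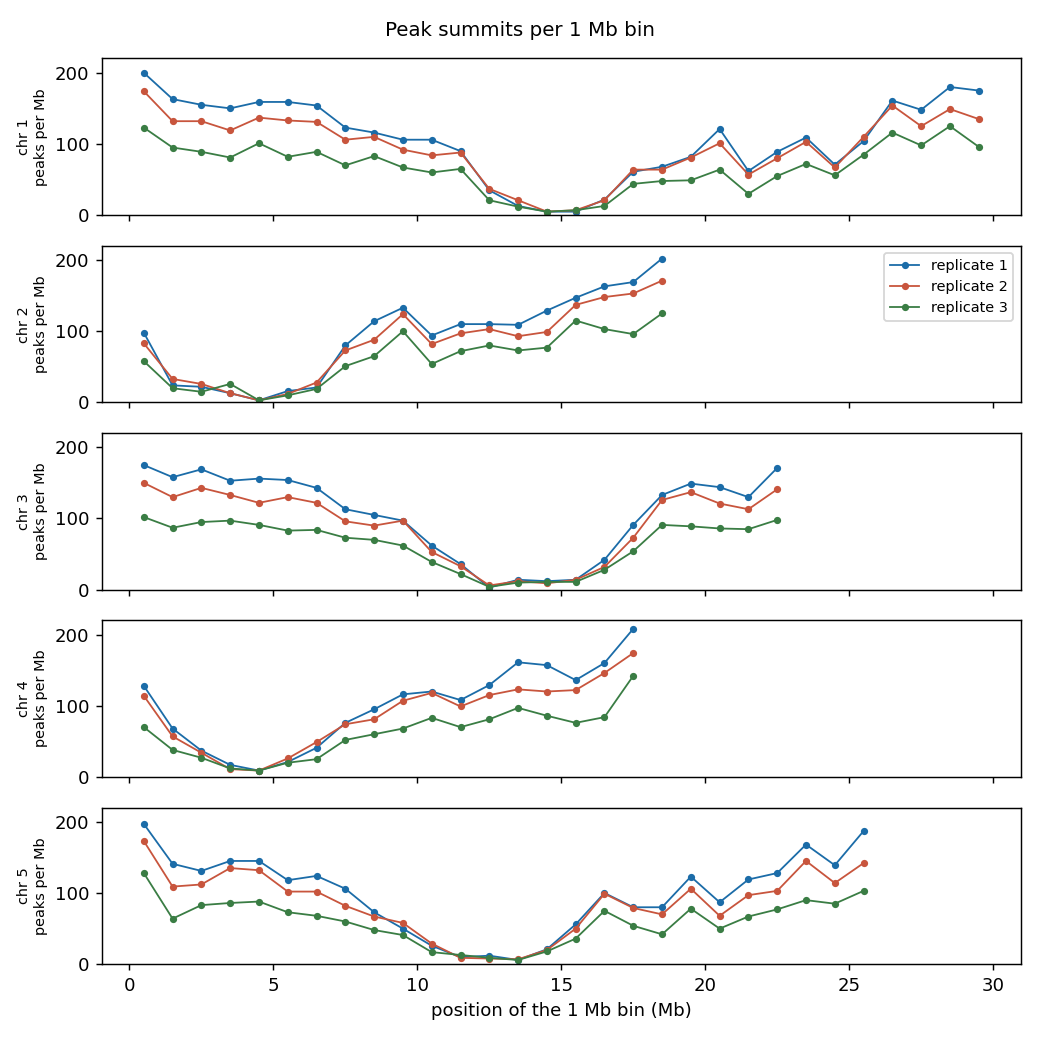
Number of peak summits (vertical axis, peaks per Mb) in each complete 1 Mb bin along chromosomes 1 to 5 (horizontal axis, Mb), with one line per IP replicate. In all 3 replicates the density fell to between 3 and 9 summits in the emptiest bin of each chromosome, and replicate 1 reached 208 in the fullest bin.

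The first comparison asked how many sites were found in every replicate. Merging the lists gave 14106 regions, of which 5957 held a peak of all 3 replicates (42.2%, 95% Wilson interval 41.4 to 43.0%). Random placement of the same peaks gave 425 ± 17.8 such regions (SD over 1000 placements) and 476 at most. The observed number was reached in none of the placements (one-sided permutation test, p = 0.001, the smallest that 1000 placements can give). The alternative that moved this number most was a fold enrichment of at least 3, which left 1164 reproducible regions against a mean of 11.05 by random placement. A further 2470 regions were shared by replicates 1 and 2 only, 368 by replicates 2 and 3 only and 251 by replicates 1 and 3 only. Regions with a peak in a single replicate numbered 3100 in replicate 1, 1612 in replicate 2 and 348 in replicate 3.

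**Figure D2:**
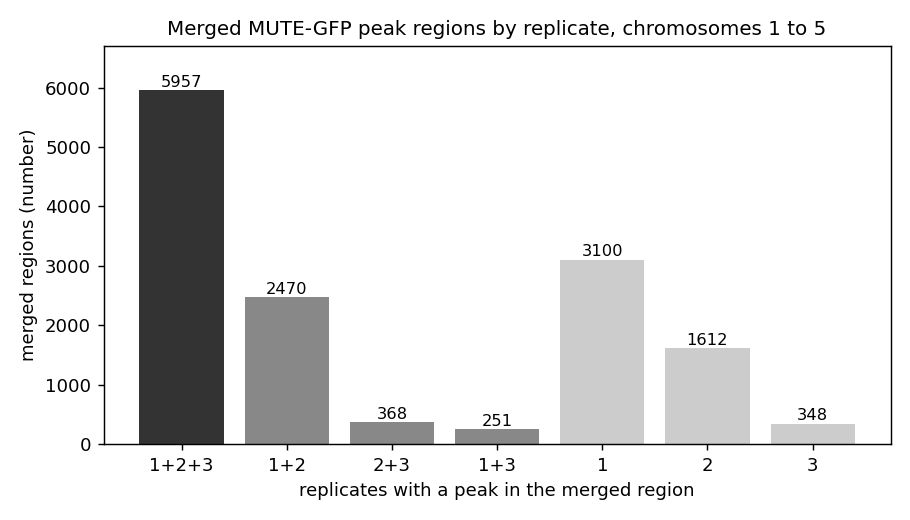
Number of merged regions on chromosomes 1 to 5 (bars, vertical axis from 0) by the set of IP replicates with a peak in the region (horizontal axis). The class with all 3 replicates was the largest, with 5957 regions, followed by 3100 regions found in replicate 1 only and 2470 found in replicates 1 and 2.

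Overlap between pairs depended on the size of the lists. Of the replicate 3 peaks, 91.7% overlapped a peak of replicate 2 (7067 of 7710, 95% Wilson interval 91.0 to 92.3%) and 89.8% a peak of replicate 1 (6927 peaks, 89.2 to 90.5%). Of the replicate 2 peaks, 81.5% overlapped a peak of replicate 1 (80.8 to 82.3%) and 60.5% a peak of replicate 3 (59.6 to 61.5%). For replicate 1 the shares were 72.8% in replicate 2 (72.0 to 73.5%) and 53.0% in replicate 3 (52.2 to 53.9%). After random placement the mean share lay between 12.05% and 19.5%, and each of the 6 ordered pairs exceeded all 1000 placements (one-sided permutation test, Benjamini-Hochberg adjusted p = 0.001). With each list limited to its 7710 strongest peaks the 6 shares ranged from 72.3% to 83.2%.

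Reproducibility rose with the authors' significance. Each list was divided into 5 parts of equal size by −log10 q. In the most significant part, 99.6 ± 0.40% of peaks (SD, n = 3) fell in a region found in all replicates. In the least significant part the share was 15.7% in replicate 1, 16.1% in replicate 2 and 63.6% in replicate 3, or 31.8 ± 27.5% (SD, n = 3). That part covered a −log10 q of 1.30 to 4.38 in replicate 1 and of 1.315 to 4.03 in replicate 3. Peaks of the longer lists can be shared only where the shortest list, that of replicate 3, also has one. The gap therefore does not show that weak peaks of replicate 3 were more reproducible. Peaks in reproducible regions had a higher fold enrichment than the other peaks of the same list in all 3 replicates. The medians were 2.22 against 1.62 in replicate 1, 2.59 against 1.73 in replicate 2 and 2.05 against 1.60 in replicate 3. The difference in median log2 fold enrichment was 0.46, 0.58 and 0.35 in the same order, or 0.46 ± 0.11 (SD, n = 3). In each replicate it exceeded every one of 100000 permutations over peaks (two-sided permutation test, Benjamini-Hochberg adjusted p = 1e-05, the smallest these resamples can give). Lists cut at a threshold favour this direction, since a weak peak is more easily missed in another replicate. The test therefore adds no separate support, and the rise with significance shares this limit.

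**Figure D3:**
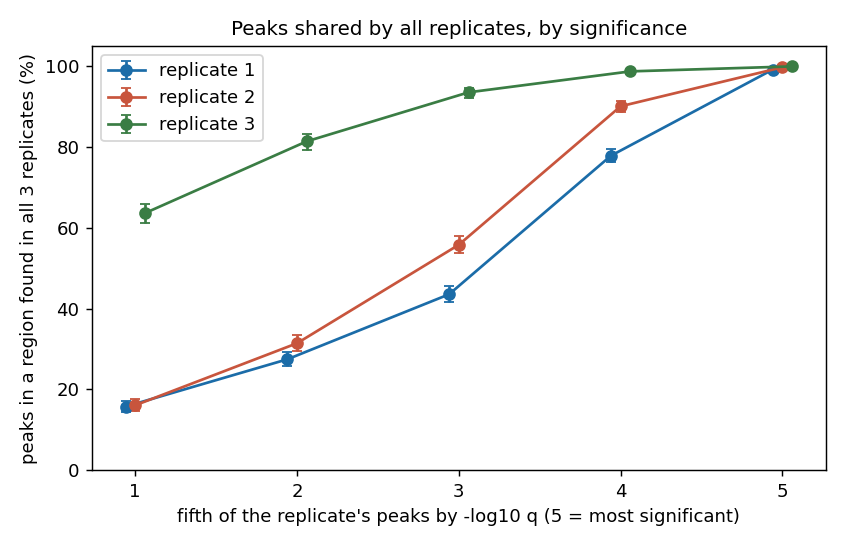
Share of peaks lying in a region found in all 3 replicates (vertical axis, %) for 5 equal parts of a replicate's peaks ranked by −log10 q (horizontal axis, 5 the most significant), with one line per replicate and bars for 95% Wilson intervals. The share rose from 15.7, 16.1 and 63.6% in the lowest part to 99.2, 99.7 and 99.9% in the highest.

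Fold enrichment was correlated between replicates across the 5957 reproducible regions. Spearman's rho was 0.84 for replicates 1 and 2, 0.81 for replicates 1 and 3 and 0.90 for replicates 2 and 3. Pearson's r of log2 fold enrichment was 0.88, 0.87 and 0.94 for the same pairs. All 3 pairs exceeded 100000 permutations (two-sided permutation test across regions, Benjamini-Hochberg adjusted p = 1e-05). These are correlations across regions, which are not independent replicates. Among the alternatives, a fold enrichment of at least 3 lowered rho most, to 0.68 for replicates 1 and 3. The level itself differed between replicates. Median fold enrichment in these regions was 2.27, 2.65 and 2.098 in replicates 1, 2 and 3, and replicate 2 gave the highest value in 4549 of the 5957 regions. The median SD of log2 fold enrichment over the 3 replicates was 0.21 per region.

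**Figure D4:**
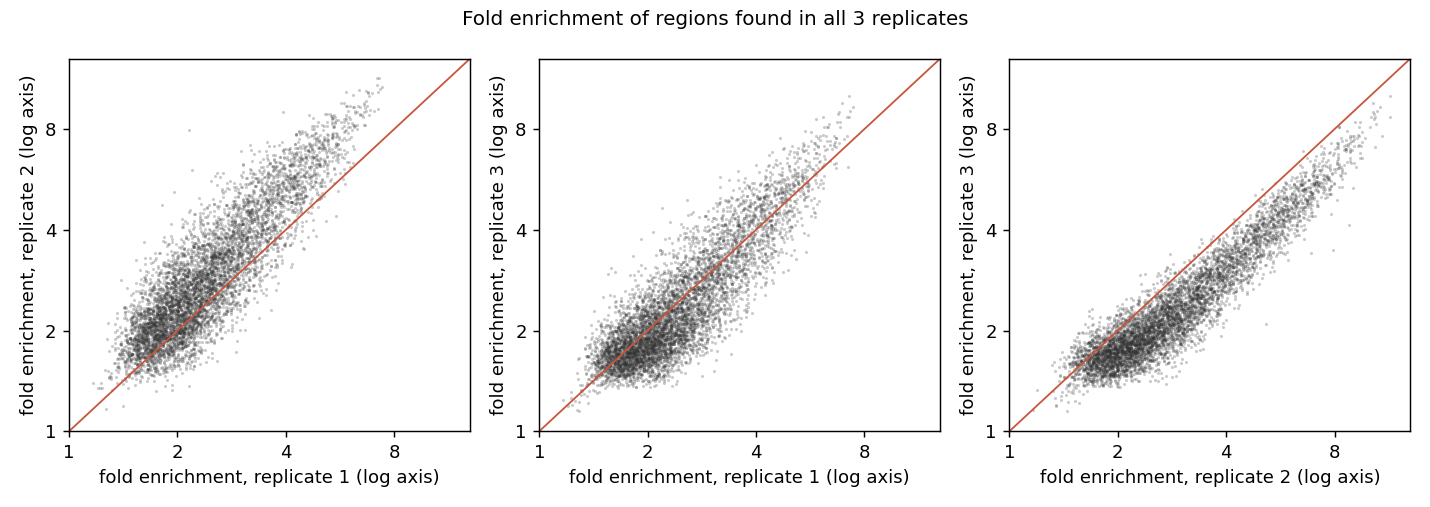
Fold enrichment over background in pairs of replicates (both axes logarithmic) for the 5957 regions found in all 3 replicates, one point per region, with the line of equality. The points of replicates 2 and 3 lie closest together (Spearman's rho 0.90), most points lie above the line for replicate 2 against replicate 1, and the strongest regions stand near 7 in replicate 1 and above 10 in replicate 2.

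Summit positions were compared in the 4873 reproducible regions with a single peak in each replicate. The median distance between summits was 52 bp for replicates 1 and 2, 56 bp for replicates 1 and 3 and 47 bp for replicates 2 and 3. Summits lay within 150 bp in 81.0% (95% Wilson interval 79.9 to 82.1%), 77.5% (76.4 to 78.7%) and 82.3% (81.2 to 83.4%) of these regions.

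The 10 reproducible regions with the highest mean fold enrichment had mean log2 values between 3.04 and 3.23, with SDs between 0.26 and 0.34 (n = 3). Fold enrichment was lowest in replicate 1 and highest in replicate 2 in all 10. The strongest region lay on chromosome 2 at 18881517 to 18884234, with fold enrichments of 7.26, 11.4 and 10.02 in replicates 1, 2 and 3 and summits within 13 bp of each other. The second lay on chromosome 4 at 12934928 to 12939357 (7.42, 10.7 and 9.34), and the next on the same chromosome at 13066273 to 13071590 (7.14, 11.4 and 8.66). On chromosome 3, the region at 23227387 to 23233852 reached 7.29, 10.5 and 9.04, and the region at 2351173 to 2358426 reached 6.94, 10.2 and 9.54. The region on chromosome 5 at 26749407 to 26754431 had fold enrichments of 7.23, 10.3 and 8.67, with summits within 6 bp. The remaining 4 lay on chromosome 1 (29752831 to 29768952, 30126962 to 30130568 and 29597988 to 29600740) and on chromosome 2 (18784371 to 18792444). In the first of these, 16122 bp long, the replicate 3 summit stood 9956 bp from the most distant of the other summits. This wide region was made by merging the lists, and the summit used was that of each replicate's highest peak. Whether a different peak ranked highest in replicate 3 was not examined.

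A small class of peaks stood apart in background. High-background peaks, those whose back-computed background was above 3 times the genome-wide value, numbered 65, 54 and 76 on chromosomes 1 to 5. The remaining peaks on these chromosomes had a median background of 78.6 fragments in replicate 1, 54.05 in replicate 2 and 57.2 in replicate 3. High-background peaks had a median background of 396, 322 and 389 fragments. They covered 389, 390 and 373 kb, most of it on chromosome 2 between 3239221 and 3509667, where peaks covered 266, 265 and 255 kb. Their median fold enrichment was 1.37, 1.58 and 1.37, below that of the remaining peaks on these chromosomes (1.80, 2.03 and 1.96). Leaving them out gave 5906 reproducible regions in place of 5957.

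**Figure D5:**
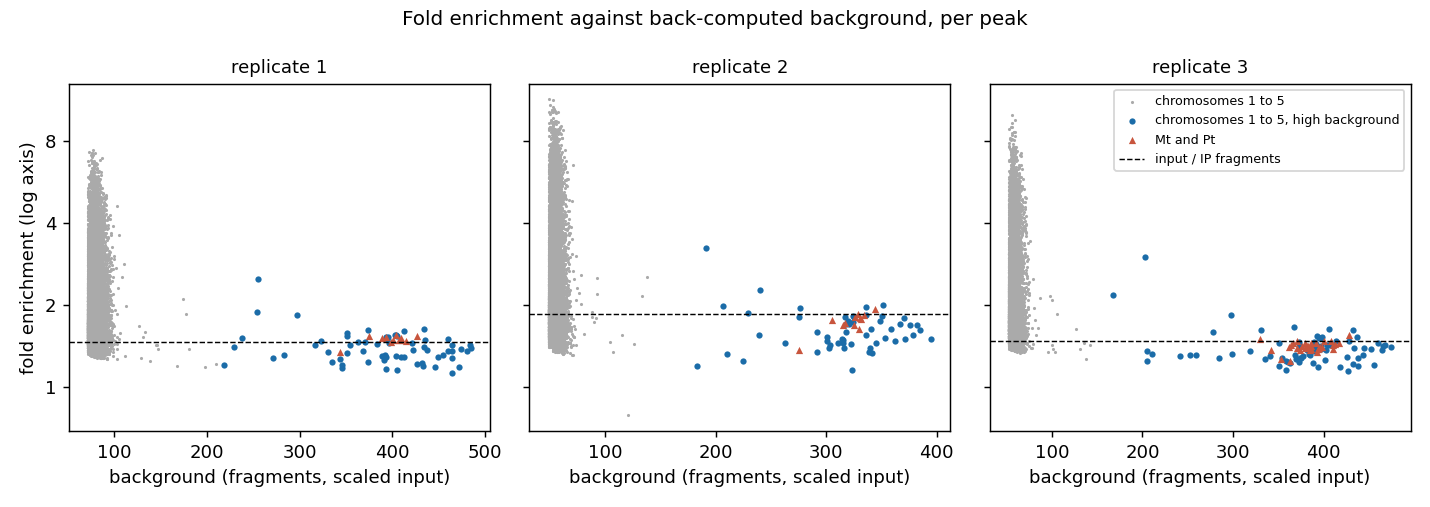
Fold enrichment (vertical axis, logarithmic) against the background back-computed for each peak (horizontal axis, fragments after scaling of the input), one panel per replicate. Grey points are peaks on chromosomes 1 to 5, blue points are high-background peaks on these chromosomes, red triangles are Mt and Pt peaks, and the dashed line is the ratio of kept input to kept IP fragments (1.46, 1.86 and 1.49). The median fold enrichment of the Mt and Pt peaks was 1.51, 1.78 and 1.41.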

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

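All tests in this part were chosen after the pattern had been seen, and the test restricted to organelle peaks was added after the wider test over all high-background peaks had been run and its values seen. The organelle chromosomes Mt and Pt were outside the main comparisons, and peaks were called over nearly all of them. Listed peaks covered 97.9%, 97.9% and 93.2% of the Mt extent in replicates 1, 2 and 3, and 99.9%, 99.96% and 99.9% of the Pt extent. Their median fold enrichment was 1.51 in replicate 1, 1.78 in replicate 2 and 1.41 in replicate 3, above the value of 1 that equal coverage would give, and a control IP without MUTE-GFP was not analysed here. A candidate technical explanation is that keeping 1 fragment per position caps the pileup in IP and input alike, so that the scaling of the deeper input sets the fold. The median organelle fold would then equal the ratio of kept input to kept IP fragments. Divided by that ratio it was 1.03, 0.955 and 0.9502, inside the range of 0.9 to 1.1 used for this test in each replicate. This restates the closeness of fold and ratio that prompted it, on peaks singled out after the wider class had failed, so it does not tell a cap apart from other sources of the fold.

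The same quotient over all high-background peaks, organelle and nuclear together, was 0.964, 0.884 and 0.939, so replicate 2 fell outside that range and the explanation did not hold for the wider class as stated. A pileup that followed IP depth with no cap was tested as well. The median pileup of these peaks was 1.03 times as high in replicate 1 as in replicate 2. Replicate 1 had 1.49 times as many IP fragments, and the median pileup ratio in the shared regions was 1.23. These values go against an uncapped pileup only if both preparations held the same share of fragments from these sites. That share was not tested, and the comparison rests on this pair of replicates. Organelle pileup did not rise in proportion to kept IP fragments either, which were 30075453, 20173429 and 21903071 in replicates 1, 2 and 3. The Pt peak had a pileup of 656, 669 and 669, and the Mt median was 600, 554 and 543. These values argue against an uncapped pileup on the organelle chromosomes under the same condition. Binding of MUTE-GFP to organelle DNA was not tested, since the series has no group that separates it from the scaling.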

How the results depend on the processing

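Every tested result kept its direction and its side of the 0.05 threshold under the alternatives that were run. All p-values, main and alternative, were the smallest that the placements or resamples can give. They therefore cannot show a weakening, and only the sizes of the results can be compared. In 2 settings the number of reproducible regions moved by more than a factor of 1.5. It fell from 5957 to 1164 with a fold enrichment of at least 3 and to 3125 with −log10 q of at least 10. Both filters also shorten the lists, and the numbers after random placement fell to 11.05 and 109. The cause of the drop beyond that was not tested.

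Under the remaining criteria the number was 4983 for equal numbers of strongest peaks, 5915 for overlap of 50% of the shorter peak, 4543 for summits within 150 bp and 5906 without high-background peaks. It ranged from 6372 to 8466 across the 3 fits that each left out one replicate, the highest without replicate 3. These fits asked for a peak in both remaining replicates only, which raises the number by construction. Their means after random placement were 1172, 1280 and 1783 without replicates 1, 2 and 3. Shifting each peak by 10 to 100 kb cannot move the observed number or the observed overlaps. It raised the mean after random placement from 425 to 704 regions.

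The 6 ordered overlaps ranged from 40.2% to 99.4% over the alternatives. The lowest was replicate 1 in replicate 3 with summits within 150 bp, and the highest was replicate 3 in replicate 2 with a fold enrichment of at least 3. The overlap of replicate 2 with replicate 1 fell from 81.5% to 61.2% at that fold level, where replicate 1 kept the smaller share of its list. The difference in median log2 fold enrichment between shared and other peaks ranged from 0.32 to 0.69, and Spearman's rho from 0.68 to 0.91. Across the fits that left out one replicate the difference ranged from 0.34 to 0.56 and rho from 0.81 to 0.89.

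The libraries held 20173429 to 30075453 kept IP fragments. A site missing from one list was not called at that depth and cutoff, which does not show that it was unbound. Replicate 3, which had the shortest list, did not have the fewest IP fragments, and no list was recomputed from fewer fragments. No paired analysis was possible because the deposited lists hold one value per peak in which each IP is already set against the input of its own number, and input values at other sites were not used here. The tests of promoters, E-boxes and gene lists, and with them all of their alternative windows, flanks and backgrounds, were not run.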

Other observations

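Of the tests in this part, those on the number of IP fragments, on nuclear against organelle pileup and on the mismatched p-values were chosen only after the result was seen. The others were set before their results were seen. All are hypotheses examined on the data in which the patterns were noticed. No biological explanation was tested, since the design has a single group.

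Replicate 3 gave the fewest peaks. Fewer IP fragments do not account for it, since replicate 3 had 1.09 times as many kept IP fragments as replicate 2. A candidate explanation is a lower signal over counting noise. The median of pileup minus background over the square root of background in the reproducible regions was 11.5, 12.5 and 8.56 in replicates 1, 2 and 3, and replicate 3 stood at 0.744 of the lower of the others. Loss of sites near the threshold was examined too. Among regions called in replicates 1 and 2, the 2470 missing from replicate 3 had a median −log10 q of 6.98 in replicate 1, against 20.8 in the 5957 that were kept. A missed region ranked below a kept one with a probability of 0.838. Neither value tells the explanations apart. Signal over noise is close to the quantity on which peaks are called, and sites missed at a threshold would be weaker in another replicate whatever the reason for the loss. Signal over noise also did not order the other lists, since replicate 1 had a lower median than replicate 2 and more peaks.

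Replicates 2 and 3 correlated more closely with each other than either did with replicate 1, although replicate 1 was sequenced most deeply. Spearman's rho for replicates 2 and 3 exceeded the mean of the other pairs by 0.074 (95% bootstrap interval over regions 0.067 to 0.081, 1000 resamples). Low depth goes against the data, since replicate 1 had 1.49 times the IP fragments of the lower of the others. The input background of replicate 1 was tested by using pileup in place of fold enrichment, and the gap stayed at 0.070. Capped pileups at the tallest peaks were tested in the regions of lower mean pileup, where the gap was 0.193. It also widened among the regions with a fold enrichment of at least 3, where rho was 0.88 for replicates 2 and 3 against 0.70 and 0.68 for the other pairs. Both subsets were cut on signal, which can narrow the range of fold enrichment and so lower rank correlations, but the ranges were not compared. At a fold enrichment of at least 3, rho for replicates 2 and 3 hardly fell, from 0.90 to 0.88. Narrowing was therefore not shown to account for the wider gap. Because its effect was not separated, the lower-pileup value counts neither for nor against a cap. Low depth in replicate 1 and its input background do not account for the gap as tested, and a cap cannot be told apart from other sources.

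A cap on pileup may still bear on the height of the strongest peaks. Reproducible regions outside the high-background class were divided into 5 equal parts by replicate 3 pileup, and the summed excess of pileup over background was compared between replicates 1 and 2. Replicate 1 had 1.26, 1.22, 1.13, 1.05 and 0.951 times the excess of replicate 2 from the lowest part to the highest, although its IP library had 1.49 times the fragments throughout. The quotient of the highest to the middle part was 0.842, under the 0.9 set beforehand. The decline ran through all 5 parts and was not confined to the tallest peaks. Replicate 3 had 0.682 times the excess of replicate 2 in the lowest part and 0.787 times in the highest, a rise where stronger compression in the deeper library of that pair would give a fall. Because the parts were formed by replicate 3 pileup, that rise is expected from the selection. The same selection can lower the ratio of replicate 1 to replicate 2 towards the highest part, since replicate 3 correlates more closely with replicate 2 than with replicate 1. Neither trend therefore counts for or against compression of tall peaks by duplicate removal, which cannot be told apart from the selection here. Selection of weak peaks near the threshold, which could raise the excess in the lowest part, and a difference in IP efficiency were not separated from it.

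High-background peaks on chromosomes 1 to 5 fell into 24 regions when those within 20 kb were joined, and 17 of these were found in all 3 replicates. Besides the region on chromosome 2 between 3239221 and 3509667, they included one at 1046 to 10333 on the same chromosome, a cluster on chromosome 4 (3950385 to 4011617) and one on chromosome 5 (11682711 to 11737796). Fragments of multi-copy DNA, such as organelle genomes, aligned to nuclear copies are a candidate source. The median pileup there was 0.895, 0.925 and 0.977 times that of the organelle peaks in replicates 1, 2 and 3, and replicate 1 was outside the 10% set for this test. Any capped multi-copy sequence would give similar values, so this cannot be told apart without the sequence. Fold enrichment was above the input to IP fragment ratio in every replicate in 3 of the 17 regions. The highest was on chromosome 3 at 1844580 to 1850031, with 2.49, 3.24 and 3.01.

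Peaks called in one replicate only were mostly weak, with a median −log10 q of 4.57, 4.22 and 3.16 in replicates 1, 2 and 3. A few were not. In replicate 1 a peak on chromosome 1 at 2006914 to 2007902 had a fold enrichment of 2.82 and a −log10 q of 35.2, and in replicate 2 a peak on chromosome 5 at 22082455 to 22082898 had 3.06 and 33.5. The most significant such peak of replicate 3, on chromosome 2 at 16199692 to 16200416, was far weaker, with 2.07 and 11.2. Peak edges drawn differently between replicates were considered as a source. Of the 5060 peaks found in one replicate, 1343 (26.5%, 95% Wilson interval 25.3 to 27.8%) had a peak of another replicate within 1 kb, against a mean of 18.0% after random placement (200 placements). That excess was under the factor of 2 set beforehand, so edge placement does not account for most of them.

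In replicate 2, 2 of 10835 peaks carried a p-value that their own pileup and fold enrichment cannot give. The peak on chromosome 4 at 2932982 to 2933366 was listed with a fold enrichment of 0.789 and a −log10 p of 16.7, and the listed value exceeded the recomputed one by 16.7. The peak on chromosome 3 at 1759081 to 1759976 was listed at 16.6 where 80.9 was recomputed. In replicates 1 and 3 every peak matched. Values taken at different positions within a peak and altered cells would look the same, so the source cannot be told.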
